A study of Rattus norvegicus with 16 samples.

How the data were processed

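Messenger RNA of the supraspinatus muscle, a muscle of the rotator cuff, was measured in 16 libraries from Sprague Dawley rats. The RNA was isolated with a miRNeasy kit, and polyA-selected libraries were made with a TruSeq mRNA kit, per the labels. The libraries form 4 groups of 4, taken at 0 days (unoperated controls) and at 10, 30 and 60 days after a full-thickness tear of the supraspinatus on both sides together with removal of part of its nerve supply (suprascapular neurectomy). Group membership was taken from the time given in each label. Replicates 1 to 4 name libraries only and carry no meaning across groups.

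The authors deposited 1 table of fragments per gene made with CuffDiff, whose values are expected counts: raw fragments of each library, not scaled for depth or gene length. Most values are whole numbers, and 233 of the 17147 genes have at least 1 fractional value. The 12 values of 1 M (M, mega) or more carry 6 significant digits. The labels and headers state neither the counter's version, the aligner, the genome build, the annotation, the strandedness nor any filter. Genes are given by symbol only. Of the 17147 symbols, 14500 are also symbols in the RefSeq annotation of the rat assembly GRCr8, which was used for names alone, so no coordinates are given. All 16 columns of the table were used. Sequence reads were not used here.

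Totals per library ran from 17.2 to 39.9 M fragments. The smallest level the depth can show, taken as 3 counts of the total, ran from 0.0752 CPM (fragments of a gene per 1 M fragments) in the largest library to 0.175 CPM in the smallest. Confidence intervals for single libraries are 95% Wilson intervals. Such intervals and floors cover counting error only, since fragments amplified by PCR are not independent molecules.

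Values were rounded to whole counts. The filter for low counts (filterByExpr by group) kept 11658 genes and left 5489 untested, of which 2637 had no fragment in any library. Libraries were scaled with TMM factors. All 16 libraries entered 1 edgeR quasi-likelihood model with robust estimation and no covariate, and each of the 6 pairs of groups was compared by its F test. A further F test took the 3 differences from 0 days together. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.05. A standard error (SE) of a log2 fold change is its size divided by the square root of F. CPM are TMM-scaled unless stated otherwise. The common biological coefficient of variation was 0.150.

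A list of 34 marker genes and 11 gene sets with 296 entries, 285 of them found in the table, were written before the data were examined. The alternatives below, apart from those named as added, were fixed then as well. Gene sets were tested with camera (limma) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. They were tested at each time against 0 days and at 60 against 10 days, and the 44 tests were adjusted together. A set's value is the median log2 fold change of its tested genes, and its score in a library is their mean log2 CPM. Besides the markers, the genes that could be named were those with the 5 largest rises and the 5 largest falls of each comparison. They had to have an adjusted p under 0.05, a mean of at least 5 CPM, no overlap between the groups and a symbol that is not an accession or LOC name. Genes named outside this rule are said to be so. Single measures were compared by two-sided exact permutation tests, whose smallest possible p for 4 against 4 is 0.0286.

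The methods were tested on simulated data with the dispersions of the real data. Of 200 genes changed 2-fold, 166 were called, as were 9 of the unchanged genes among 11553 tested. A comparison with no change gave 0 calls. A set of raised genes was called and 0 of 10 unchanged sets were. Genes were drawn independently of each other, so the simulation does not test the set method where genes are correlated. With only 200 genes changed, as many raised as lowered, it does not test the scaling under a shift of many genes either.

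The alternatives were RLE factors, upper-quartile factors, library totals with no further factor, DESeq2, limma-voom, no filter for low counts, a mean of at least 1 CPM, fits without robust estimation, fits of the 2 compared groups alone, an adjusted p under 0.01, the replicate block, the title letter as a covariate and leaving out each library in turn. The replicate block takes the suffix of each library's column name as a block, and the title letter is the L or R that ends each title, whose meaning is not stated. For gene sets they also included a correlation estimated for each set, the fry rotation test and a prior count of 0.5. Gene sets were not run with DESeq2, limma-voom, fits without robust estimation or fits of the 2 compared groups. The adjusted p under 0.01 was applied to the counts of changed genes alone, not to single genes or gene sets. Added after seeing the data were counts thinned at random to the smallest library total and an exact permutation test of set scores. Group labels were also regrouped: all 35 splits of the 8 libraries of a comparison, with the other 8 kept in the model, and 100 random assignments (the real one included) for tests over all groups. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, python 3.11.15 and matplotlib 3.10.9.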

Results

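Transcript levels were measured by RNA sequencing in rat supraspinatus muscle at 0 days (unoperated) and at 10, 30 and 60 days after a tear of the muscle's tendon combined with neurectomy, with 4 libraries per group. This injury is used to study how fat accumulates in torn and denervated rotator cuff muscle. The labels do not state which libraries, if any, came from the same rat. No number recurs among the titles, so no rat would be shared if those numbers name rats.

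The mean total was 28.96 M fragments (M, mega) ± 5.32 (SD, n = 4) at 0 days, 26.5 ± 1.76 at 10 days, 28.0 ± 7.96 at 30 days and 19.5 ± 2.56 at 60 days. All 4 libraries at 60 days, at 17.2 to 22.4 M, lay below every other library. Each difference of the 60-day totals from another group had an exact permutation p of 0.0286, the smallest possible (adjusted p 0.0457 over 24 such tests). Depth and the 60-day group therefore cannot be told apart by library totals. The 10 genes with the most fragments took 24.6% ± 0.604 (SD, n = 4) of the fragments at 0 days, 13.3% ± 0.960 at 10 days, 18.4% ± 1.70 at 30 days and 18.9% ± 0.542 at 60 days. TMM factors averaged 0.763, 1.20, 1.08 and 1.01 in the same order. No sequencing or library batch is given in the labels. The replicates of a group differed by more than counting error, with a chi-square per gene between 13.9 and 107 for the 24 pairs. Libraries sharing a column suffix in different groups were not alike once group means were removed (mean correlation across genes 0.0013).

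The first principal component of log2 CPM held 49.4% of the variance and the second 26.2%, and the 4 groups did not overlap in the plane of both.

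**Figure D1:**
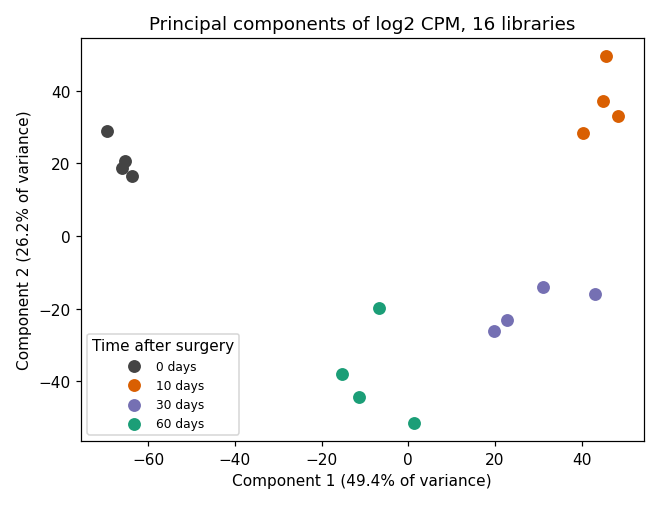
Principal components of log2 CPM for the 16 libraries, with component 1 (49.4% of the variance) across and component 2 (26.2%) upwards; each point is a library, coloured by days after surgery. The 0-day libraries lie at the left, the 10-day libraries at the upper right, the 30-day libraries at the right below them and the 60-day libraries at the lower centre.

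The comparisons with 0 days ask which transcripts differ from unoperated muscle at each time. Of 11658 genes tested with edgeR, 7304 were changed at 10 days, 3881 higher and 3423 lower. At 30 days 7533 were changed, 3934 higher and 3599 lower, and at 60 days 6880, 3489 higher and 3391 lower. A change of at least 2-fold was estimated for 2633, 2555 and 2044 of these genes. The 4 libraries of each time did not overlap with those of 0 days for 59.0%, 60.2% and 50.0% of the genes tested, against 2.86% by chance. In 35 splits of the same 8 libraries, none but the real one gave as many calls at any of the 3 times.

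With library totals alone, the median log2 fold change of all genes shifted by 0.66, 0.49 and 0.41 at 10, 30 and 60 days. The share of changed genes that were higher then rose from 53.1%, 52.2% and 50.7% to 87.4%, 84.1% and 82.7%. Upper-quartile factors gave shares of 57.6%, 62.2% and 63.6%, with shifts of 0.12 and 0.14 at 30 and 60 days. Fold changes below are therefore relative to the bulk of the genes, and a direction that differs with library totals is stated beside it.

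Across time, 9870 genes were changed in the joint test of the 4 groups. At all 3 times 3751 genes were changed in the same direction, 1934 higher (51.6%) and 1817 lower. With library totals that count was 5885, of which 91.9% were higher, and the share was 64.3% with upper-quartile factors. It was 48.8% with RLE factors, 48.9% with DESeq2, 48.8% with limma-voom and 49.9% with no filter for low counts. Fits of the 2 compared groups gave 48.4% and an adjusted p under 0.01 gave 47.9%. The replicate block, title letter, fits without robust estimation, thinning and a mean of at least 1 CPM gave 50.9% to 53.8%. Which direction was the more frequent therefore depends on the processing. Of the genes changed at 10 days, 3924 were changed in the same direction at 60 days and 694 in the opposite direction. All 694 also differed between 60 and 10 days: 437 were higher and then lower, and 257 lower and then higher. The other 2686 were not called at 60 days. Genes called at 1 time alone numbered 1259 at 10 days, 457 at 30 days and 645 at 60 days. The log2 fold changes at 10 and 30 days had a Pearson correlation of 0.84 across genes (Spearman 0.77), those at 30 and 60 days 0.86 (0.86) and those at 10 and 60 days 0.63 (0.55). Genes are not independent replicates, so no p is given for these.

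Comparisons between the operated groups ask how the response moved with time. Between 30 and 10 days 5513 genes differed, 2680 higher and 2833 lower. With the replicate block the count was 5397, and libraries sharing a suffix had a mean correlation of -0.107 in this pair of groups. With the title letter as a covariate it was 4935 genes. Between 60 and 30 days 2636 genes differed, 1195 higher and 1441 lower. That count was 1530 when only these 8 libraries were fitted. With all 16 libraries in the model, as for the 2636, another split of these 8 gave 1257 calls. That split kept most libraries of each group together and so keeps part of the real difference. Between 60 and 10 days 7120 genes differed, 3398 higher and 3722 lower. With library totals the median of all genes shifted by -0.16, -0.087 and -0.25 in these comparisons. The share that was higher fell from 48.6%, 45.3% and 47.7% to 27.6%, 26.3% and 28.0%. It was 57.1%, 49.2% and 55.3% with upper-quartile factors and 49.5%, 51.0% and 50.3% with RLE factors, so which direction was the more frequent depends on the scaling. Changes of at least 2-fold numbered 1046, 468 and 2126. Groups did not overlap for 43.8%, 20.1% and 51.2% of the genes tested.

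Of the 34 marker genes 33 could be tested, since Pnpla2 was listed at 0 in all 16 libraries. At 10 days 31 were changed (16 higher, 15 lower), at 30 days 26 (14 higher, 12 lower) and at 60 days 24 (14 higher, 10 lower). Adjusting over the marker list alone gave 31, 27 and 24. Between 60 and 10 days 24 differed by either adjustment, 13 higher and 11 lower at 60 days.

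Among genes that respond to the loss of nerve supply, Chrna1, the muscle acetylcholine receptor's alpha subunit, averaged 18.4 CPM ± 3.07 (SD, n = 4) at 0 days. It averaged 1181 ± 204 at 10 days, 818 ± 331 at 30 days and 56.7 ± 26.8 at 60 days. Its log2 fold change against 0 days was 6.01 ± 0.39 (SE; edgeR adjusted p 4.61e-09) at 10 days, 5.48 ± 0.38 (1.23e-08) at 30 days and 1.63 ± 0.33 (0.000631) at 60 days. Chrng, Myog, Ncam1 and Runx1 were also higher at all 3 times, by log2 4.35 to 7.11 at 10 days and 1.73 to 2.54 at 60 days. The ubiquitin ligase Fbxo32 was higher at 10 days (log2 1.79 ± 0.23, adjusted p 7.24e-06) and lower at 30 days (-1.48 ± 0.24, 6.08e-05) and 60 days (-1.51 ± 0.24, 7.51e-05). Trim63 was higher at 10 days alone (0.84 ± 0.24, 0.00580) and was also called at 30 and 60 days with library totals (0.78 and 0.65).

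Myosin heavy chains did not move together. Myh4 was lower at all 3 times (log2 -1.86, -1.92 and -2.47), as was Myh1 (-2.93, -0.99 and -0.68). Embryonic Myh3 was higher, from 120 CPM ± 40.04 (SD, n = 4) at 0 days to 423 ± 166, 1678 ± 527 and 1534 ± 668. Its log2 fold changes were 1.81 ± 0.35 (SE; edgeR adjusted p 0.000280), 3.80 ± 0.37 (4.43e-07) and 3.67 ± 0.37 (9.73e-07). Myh2 was lower at 10 days (-1.59), not called at 30 days (-0.04, and 0.45 with library totals) and higher at 60 days (0.63, adjusted p 0.0271). Its 60-day call was lost in 3 of the 16 fits that each left out 1 library. Myh7 was lower at 10 and 30 days (-1.84 and -0.95) and not called at 60 days (-0.40, and 0.008 with library totals). Myh8 was lower at 10 and 60 days (-0.91 and -1.07) and not called at 30 days (-0.06, and 0.46 with library totals). With library totals the calls of Myh8 at 10 and 60 days (-0.24 and -0.67), Myh7 at 30 days (-0.46) and Myh1 at 60 days (-0.27) were lost.

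The markers of lipid oxidation were lowest at 10 days. Acadm averaged 1318 CPM ± 49.3 (SD, n = 4) at 0 days, 315 ± 54.0 at 10 days, 727 ± 197 at 30 days and 924 ± 105 at 60 days. Its log2 fold changes against 0 days were -2.07 ± 0.16 (SE; edgeR adjusted p 1.66e-08), -0.86 ± 0.16 (0.000181) and -0.51 ± 0.16 (0.0107). Cpt2 (-1.23, -0.66 and -0.49) and Ppargc1a (-1.22, -0.91 and -0.74) were lower at all 3 times. Hadha was too (-0.84, -0.48 and -0.44), but its 30-day value was 0.009 with library totals. Cpt1b was -0.42, -0.33 and -0.19, called at 10 and 30 days, and the direction flipped with library totals to 0.23, 0.16 and 0.22, called higher at 10 and 60 days (edgeR adjusted p 0.0180 and 0.0318). Acadvl was lower at 10 days (-1.09). Its values of -0.18 and -0.04 at 30 and 60 days were not called, and with library totals they were 0.31 and 0.37, both called higher (edgeR adjusted p 0.0274 and 0.0112). The 60-day calls of Acadm (-0.10), Cpt2 (-0.077), Hadha (-0.035) and Ppargc1a (-0.34) were lost with library totals, as were those of Hadha at 10 days (-0.19) and Cpt2 at 30 days (-0.17).

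The lipid storage markers split. Plin2 averaged 32.2 CPM ± 4.33 (SD, n = 4) at 0 days, 203 ± 41.6 at 10 days, 168 ± 50.5 at 30 days and 43.0 ± 4.58 at 60 days. It was higher at 10 days (log2 2.65 ± 0.20, edgeR adjusted p 1.43e-08) and 30 days (2.38 ± 0.20, 5.95e-08) and not called at 60 days (0.42 ± 0.19, 0.0699), where library totals gave 0.82 (edgeR adjusted p 0.00196). Plin1 averaged 6.96 CPM ± 4.81 (SD, n = 4) at 0 days, 4.31 ± 2.54 at 10 days, 3.25 ± 1.36 at 30 days and 18.3 ± 8.23 at 60 days. It was not called at 10 days (-0.70 ± 0.53, adjusted p 0.267) or 30 days (-1.09 ± 0.55, 0.0900). At 60 days it was higher (1.37 ± 0.52, edgeR adjusted p 0.0335), a call lost in 5 of the 16 fits that each left out 1 library. Plin1 was higher at 60 than at 10 days (2.07 ± 0.53, edgeR adjusted p 0.00329). Fabp4 was lower at 10 and 30 days (-1.11 and -0.54) and not called at 60 days (0.33, adjusted p 0.143). Cd36 was lower at all 3 times (-1.44, -1.10 and -0.60), and so was Dgat2 (-0.70, -1.17 and -0.64). Plin5 was lower at 10 days (-0.86) and not called at 30 days (-0.32, and 0.16 with library totals) or 60 days (-0.45). With library totals the calls of Dgat2 (-0.042) and Plin5 (-0.21) at 10 days, Fabp4 at 30 days (-0.055) and Dgat2 (-0.22) and Cd36 (-0.19) at 60 days were lost, and Fabp4 was called higher at 60 days (0.74).

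The matrix and inflammation markers were higher. Col3a1 averaged 260 CPM ± 109 (SD, n = 4) at 0 days, 548 ± 254 at 10 days, 653 ± 172 at 30 days and 696 ± 236 at 60 days. Its log2 fold changes were 1.08 ± 0.36 (SE; edgeR adjusted p 0.0175), 1.33 ± 0.37 (0.00499) and 1.42 ± 0.37 (0.00373). Col1a1, Postn and Lox were higher at all 3 times, by log2 2.27 to 3.08 at 10 days and 1.33 to 1.99 at 60 days. So were Cd68 (2.09, 2.05 and 2.00) and Adgre1, listed under its older symbol Emr1 (1.88, 2.04 and 1.81). Ccl2 was higher at 10 and 30 days (1.32 and 1.68) and not called at 60 days (0.64, adjusted p 0.173), where library totals gave 1.06 (edgeR adjusted p 0.0263). Pax7 was not called at any time (-0.17, -0.87 and 0.21, and 0.49 at 10 days with library totals).

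**Figure D2:**
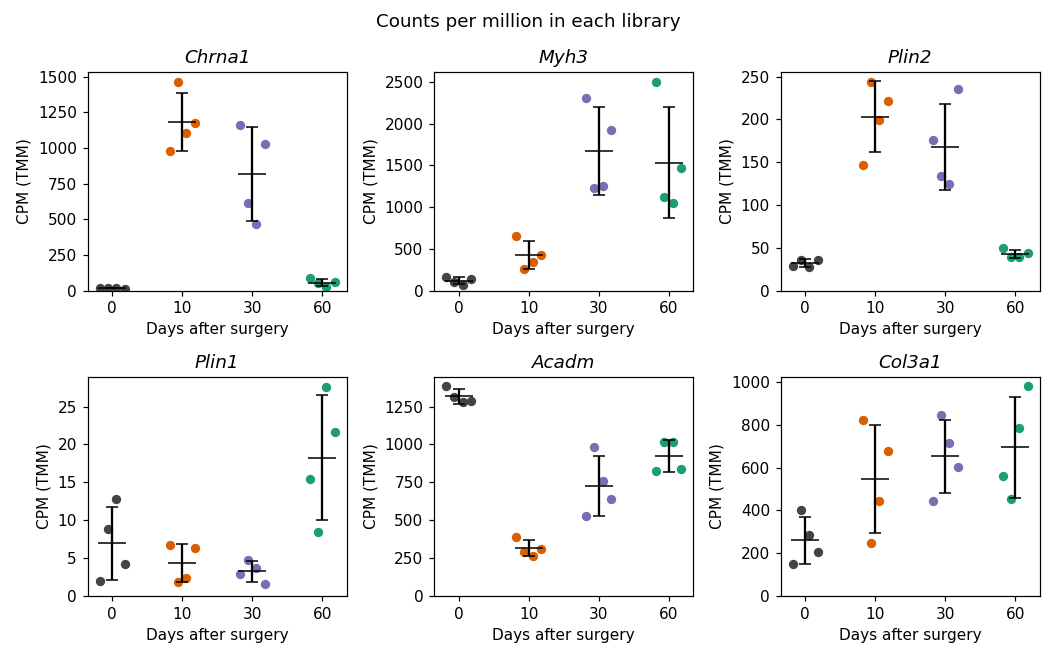
TMM-scaled CPM in each library (vertical axes, 6 genes) against days after surgery; points are libraries, horizontal lines group means and bars 1 SD (n = 4 per group). Chrna1 and Plin2 are high at 10 and 30 days, with means of 1181 and 818 CPM and of 203 and 168 CPM; Plin1 is highest at 60 days (mean 18.3 CPM), Acadm is lowest at 10 days (315 CPM), and the means of Myh3 and Col3a1 stay above 0 days.

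Among the largest changes, Scd1, a fatty acid desaturase, averaged 5.48 CPM ± 1.45 (SD, n = 4) at 0 days, 916 ± 111 at 10 days, 1225 ± 455 at 30 days and 48.0 ± 18.3 at 60 days. It was higher by log2 7.39 ± 0.36 (SE; edgeR adjusted p 4.46e-10) at 10 days and 7.81 ± 0.37 (4.80e-10) at 30 days. It was lower at 60 than at 30 days (-4.67 ± 0.31, edgeR adjusted p 3.50e-07). The water channel Aqp4 was lower at 10 days (-6.25 ± 0.45, edgeR adjusted p 1.18e-08), and Fbp2 was too (-4.90 ± 0.50, 5.25e-07). Both rose from 10 to 60 days (4.23 ± 0.42 and 5.00 ± 0.50). Anxa8 was higher at 60 days (8.11 ± 0.50, edgeR adjusted p 1.02e-08). Sln (5.98, 6.47 and 5.83) and Ankrd1 (5.52, 5.46 and 5.38) were higher at all 3 times, and Ankrd1 averaged 1461 CPM ± 1451 (SD, n = 4) at 60 days. Anxa8 has 3 fractional values and averaged 0.310 CPM ± 0.148 (SD, n = 4) at 0 days. From 30 to 60 days the rises included Plin1 (2.47 ± 0.55, edgeR adjusted p 0.00486), Cidec (2.37 ± 0.51, 0.00401) and Pck1 (2.78 ± 0.65, 0.00664).

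Gene sets ask whether processes moved as groups. With camera 30 of 44 tests had an adjusted p under 0.05: 7 at 10 days, 9 at 30 days, 7 at 60 days and 7 between 60 and 10 days. As many sets passed in 16, 5, 14 and 13 of the 35 splits, the real one included, at 10, 30 and 60 days against 0 days and at 60 against 10 days. Of these, 15, 2, 12 and 11 exchange 1 library between the groups and so keep part of the real difference. Of the 18 splits that exchange 2 libraries, 0, 2, 1 and 1 gave as many sets. With a correlation estimated for each set, 0 of 44 tests passed (smallest adjusted p 0.401), and 1 had an unadjusted p under 0.05. An exact permutation test of set scores, added after those splits were seen, passed 36 of 44, among them all 30 that camera passed (p 0.0286, the smallest possible, adjusted p 0.0349). In these comparisons the groups did not overlap for 50.0% to 60.2% of single genes. Passing the exact test therefore does not set a gene set apart from other genes, nor offset the result with estimated correlation. The values below are medians over the genes of a set, with camera's adjusted p.

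The set of 23 genes of mitochondrial fatty acid oxidation had medians of log2 -1.03 (adjusted p 3.87e-07), -0.48 (0.00141) and -0.44 (0.0129) at 10, 30 and 60 days. With library totals these were -0.37, 0.009 and -0.035, so the 30-day direction flipped, while camera still placed the set below the other genes (adjusted p 0.00311). The 57 respiratory chain genes had -1.43 (1.37e-23), -0.34 (1.57e-05) and -0.009 (0.529), and with library totals the later medians flipped to 0.14 and 0.40. The 17 genes of the tricarboxylic acid cycle had -1.36 (2.44e-09), -0.76 (9.63e-07) and -0.66 (2.98e-05). The 18 genes of glycolysis and glycogen breakdown had -2.17 (2.32e-09), -1.36 (1.08e-08) and -0.85 (9.46e-07).

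The 18 lipid storage and adipocyte genes had -0.64 (adjusted p 0.108), -0.58 (0.159) and 0.70 (0.279), none past the threshold. With library totals the medians were 0.017 at 10 days, a flip, and -0.092 at 30 days, and camera placed the set below the other genes at both times (adjusted p 0.000742 and 0.00439). Fatty acid and triacylglycerol synthesis (20 genes) had 0.020 (0.697), 0.36 (0.703) and 0.26 (0.734), also not past it. The denervation response (22 genes) had 3.78 (3.50e-09), 3.87 (2.69e-08) and 1.68 (6.51e-05). Fibrillar collagen and matrix (24 genes) had 1.12 (0.00141), 1.36 (1.15e-05) and 1.40 (7.03e-07), and macrophage and monocyte genes (24) had 1.57 (1.13e-06), 1.92 (1.24e-08) and 1.78 (3.50e-09). Autophagy and lysosome (23 genes) had 0.08 (0.697), -0.22 (0.0143) and -0.26 (0.0130), and the later medians flipped to 0.28 and 0.14 with library totals, neither past the threshold (0.194 and 0.137). The cell cycle set (21 genes) had 0.57 (0.113), 0.88 (0.00245) and 0.45 (0.0901).

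**Figure D3:**
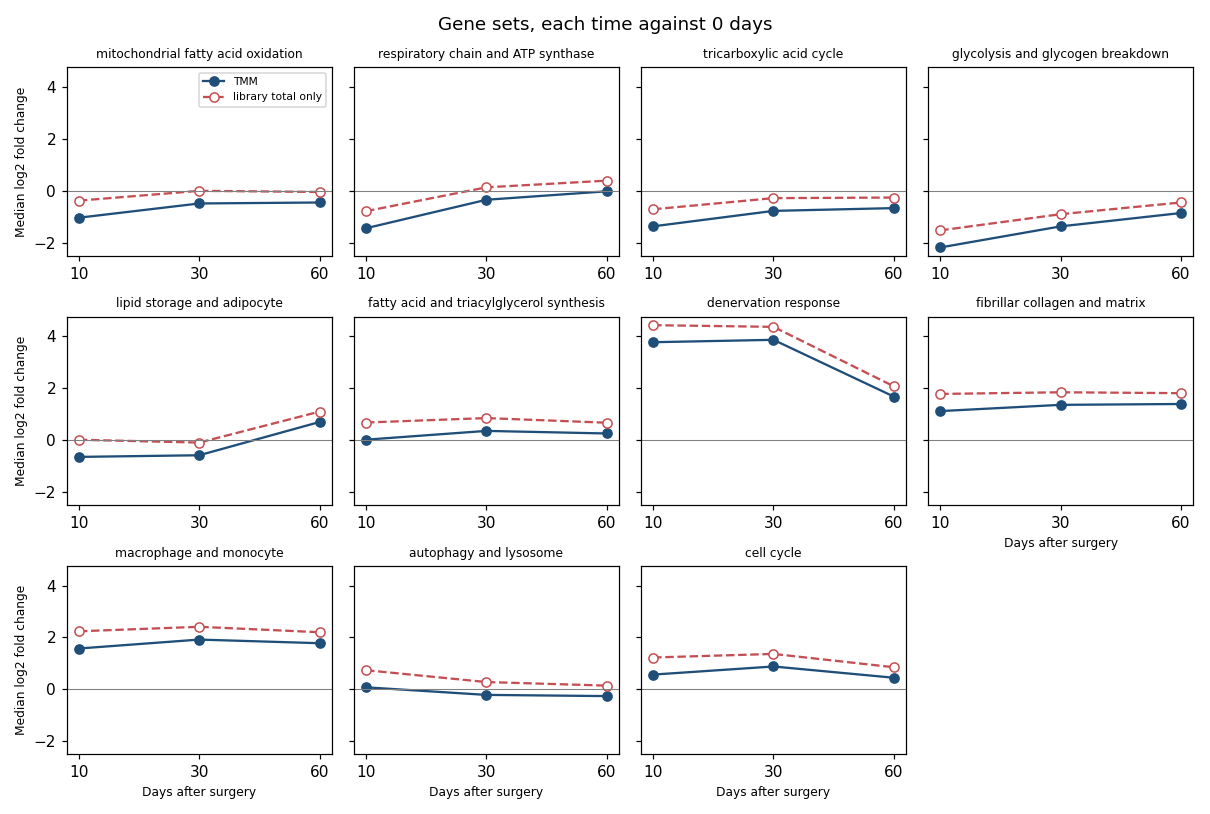
Median log2 fold change of each of 11 gene sets at 10, 30 and 60 days against 0 days; filled points and solid lines use TMM factors, and open points and dashed lines use library totals alone. With TMM factors the denervation set is highest at 30 days (3.87) and falls to 1.68 at 60 days, while with library totals it is highest at 10 days (4.43); the 4 energy metabolism sets are lowest at 10 days, and the direction flips with library totals for fatty acid oxidation at 30 days, the respiratory chain and autophagy at 30 and 60 days and lipid storage at 10 days.

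Between 60 and 10 days, the medians of fatty acid oxidation (0.63, adjusted p 9.15e-05), the respiratory chain (1.35, 1.20e-25), the tricarboxylic acid cycle (0.68, 3.37e-05) and glycolysis (1.18, 1.59e-05) were higher. Lipid storage was higher too (1.28, 0.00141), while the denervation response (-1.86, 1.79e-05) and autophagy (-0.32, 0.00279) were lower. The matrix set (0.27, 0.177), the cell cycle set (-0.035, 0.927), the synthesis set (-0.0030, 0.320) and the macrophage set (0.10, 0.430, and -0.13 with library totals) were not past the threshold.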

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

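Chosen only after the results were seen were the splits of the libraries, the tests with library totals and with thinned counts on the differences between 60 and 10 days, the sarcomere genes and the binomial test; the tests that left out the 10 top genes, used separate adipocyte genes or thinned single libraries were written before their results.

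A library far from the 3 others of its group was found 9 times among 192 groups of 4 (48 measures, gene levels on the log2 scale with 1 CPM added). About 1 group in 20 is found so by chance, and the binomial p of 9 or more is 0.625, which shows no excess. That p takes the groups as independent, although the measures share the same 16 libraries, so it is a rough guide only. No biological explanation was tested for these 9. Replicate 2 of the 30-day group accounts for 3: a total of 39.9 M (mega) fragments (the others 22.9 to 24.8), a fatty acid and triacylglycerol synthesis score of 4.99 (the others 4.90 to 4.92) and Cd68 at 8.36 CPM (95% Wilson interval 7.53 to 9.28, the others 6.34 to 6.55). Its depth may account for the synthesis score, whose gap to range ratio fell to 0.481 in thinned counts, but not for Cd68, whose ratio stayed at 0.87. Replicate 1 at 0 days had a macrophage score of 1.06 (the others 1.61 to 1.70). Replicate 2 at 0 days had Hadha at 652 CPM (interval 642 to 662, the others 601 to 609). Replicate 1 at 30 days had Myh8 at 212 CPM (interval 206 to 217, the others 98.6 to 108). Replicate 1 at 60 days had Fabp4 at 143 CPM (interval 138 to 148, the others 243 to 263). Replicate 4 at 60 days had a cell cycle score of 1.498 (the others 0.669 to 0.799) and Myh1 at 14777 CPM (interval 14723 to 14823, the others 18531 to 19150).

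The change from 0 days differed between 60 and 10 days, by the direct test, for 24 of 33 marker genes. Log2 differences below 0, lower at 60 days, were found for Chrna1 (-4.38), Chrng (-4.57), Myog (-2.13), Ncam1 (-3.17), Runx1 (-3.42), Fbxo32 (-3.30), Trim63 (-0.59), Myh4 (-0.60), Plin2 (-2.24), Col1a1 (-1.09) and Postn (-1.09). Differences were above 0 for Myh1 (2.26), Myh2 (2.21), Myh7 (1.44), Myh3 (1.86), Cpt1b (0.24, and -0.018 with library totals), Cpt2 (0.74), Hadha (0.40), Acadvl (1.05), Acadm (1.56), Ppargc1a (0.48), Plin1 (2.07), Fabp4 (1.44) and Cd36 (0.84). The calls of Trim63, Myh4, Cpt1b, Ppargc1a, Col1a1 and Postn were lost in 6, 3, 4, 3, 6 and 10 of the 16 leave-one-out fits. Direction and call were kept by 21 of the 24 with library totals, by 24 in thinned counts and by all 22 that remained when the 10 genes with the most fragments, Myh1 and Myh4 among them, were left out. Scaling and depth therefore leave most of these differences in place. The fits without the 10 top genes were again TMM-scaled, and TMM already trims extreme and highly abundant genes. They could therefore change little, and do not exclude an effect of dominant genes. Among 35 splits of the 8 libraries, 1 (the real one) gave as many marker calls.

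For 7 gene sets the 60-day value differed from the 10-day value. The median differences were 0.63 for fatty acid oxidation, 1.35 for the respiratory chain, 0.68 for the tricarboxylic acid cycle, 1.18 for glycolysis, 1.28 for lipid storage, -1.86 for the denervation response and -0.32 for autophagy. Direction and call were kept by 7 of 7 sets with library totals, 7 in thinned counts and 7 without the 10 top genes. The last of these could change little, as for the marker genes. As many sets passed in 13 of the 35 splits, the real one and 11 that exchange 1 library and keep part of the real difference among them. Of the 18 that exchange 2 libraries, 1 gave as many. Of the 8 splits that part all libraries with a shared suffix, 4 gave as many. Each of the 7 had an exact permutation p of 0.0286 for its score, the smallest 4 against 4 can give, with every library of one group above every library of the other. The 2 groups did not overlap for 51.2% of single genes either, so this does not set the 7 sets apart.

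The lower denervation response at 60 days might reflect less muscle fibre RNA. A separate list of 23 sarcomere genes was not lower at 60 than at 10 days but higher, by 1.331 in mean log2 CPM (exact permutation p 0.0286, adjusted p 0.0686 over 12 tests, 1.08 with library totals). The list does not measure the amount of fibre RNA alone, since all 23 genes were called lower at 10 than at 0 days (-1.97), and 6 of them are among the 10 genes with the most fragments, whose share had been seen to rise from 10 to 60 days. At 60 against 10 days 21 of the list's genes were called higher and 2 lower. The SD of its score was 0.0748 at 60 days and 0.111 at 10 days. A general fall of fibre RNA would lower these genes as well, so they argue against it as the source of the lower denervation response. A smaller loss, hidden by changes of these genes themselves, is not excluded.

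The higher lipid storage set at 60 days might reflect RNA from adipocytes. Of a separate list of 17 adipocyte genes 8 could be tested, and their mean log2 CPM was higher by 1.563 at 60 than at 10 days (exact permutation p 0.0286, the smallest possible, adjusted p 0.0686 over 12 tests). With 5 of the 12 tests at that smallest p, none could pass the correction. All 4 libraries at 60 days were above all 4 at 10 days and 8 of the 8 genes were called higher. Against 0 days the list was higher by 0.783 (exact permutation p 0.0571), past no threshold, with 5 of the 8 genes called higher and 2 lower. Replicate 2 at 60 days (1.44) lay below replicate 3 at 0 days (1.60). With library totals the list was higher by 1.161, a value given without a p. The score of the lipid storage set itself was higher by 0.66 against 0 days without overlap (exact permutation adjusted p 0.0349). RNA from adipocytes at 60 against 10 days therefore remains open as a hypothesis. More of it than in unoperated muscle was not shown by the separate list with TMM factors. Biases by GC content or gene length that differ between libraries, and reads shared between paralogs, were not tested, and the explanations of these differences are hypotheses.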

How the results depend on the processing

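Added after seeing the data were the thinned counts and the exact permutation of set scores; the splits of the libraries were chosen after the results as well. Where a value below changed, the cause was not tested.

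The 8 counts of changed genes stayed within 1.5 times their values, with 3 exceptions. Genes changed at all 3 times numbered 5885 with library totals, 5406 of them higher. Genes differing between 60 and 30 days numbered 1530 when only those 2 groups were fitted and 1244 at an adjusted p under 0.01. With the replicate block the counts were 7244, 7474 and 6762 at 10, 30 and 60 days, 2549 at 60 against 30 days, 7035 at 60 against 10 days, 9762 at any time and 3677 at all 3 times. Thinning every library to 17.2 M fragments gave 6970, 7139 and 6540 genes at 10, 30 and 60 days, and 6376 of the latter were among the 6880. Fits of 2 groups give no count for genes changed at any time. Leaving out 1 library moved the counts from 6862 to 7660, from 6995 to 7793 and from 6051 to 7152 at the 3 times. At 60 against 30 days the count ran from 1764, without replicate 1 of the 30-day group, to 3381.

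Of 190 gene results, 46 changed direction or call under at least 1 alternative other than leave-one-out. The adjusted p under 0.01 was not among these alternatives, and calls with an adjusted p between 0.01 and 0.05 would be lost under it. With library totals 13 reversed: Cpt1b at 10 (0.23), 30 (0.16) and 60 days (0.22) and at 60 against 10 days (-0.018), Acadvl at 30 (0.31) and 60 days (0.37), Myh2 (0.45), Myh8 (0.46), Hadha (0.009) and Plin5 (0.16) at 30 days, Pax7 at 10 days (0.49), Myh7 at 60 days (0.008), and Dgat2 at 60 against 10 days (-0.18). Another 17 became weaker and 7 stronger. Upper-quartile factors reversed Myh2 (0.084) and Myh8 (0.069) at 30 days, Acadvl at 60 days (0.10) and Emr1 at 60 against 10 days (0.014). A mean of at least 1 CPM reversed Acadvl at 60 days (0.003), and the title letter reversed Myh8 at 30 days (0.007). Fits without robust estimation changed none of the 190, DESeq2 and thinning 1 each.

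Across the 16 leave-one-out fits 8 gene results reversed. Myh2 ran from -0.14 to 0.048 and Myh8 from -0.39 to 0.099 at 30 days, Acadvl from -0.11 to 0.050 and Pax7 from -0.32 to 0.41 at 60 days. At 60 against 10 days Dgat2 ran from -0.067 to 0.17, Cd68 from -0.51 to 0.19, Emr1 from -0.37 to 0.049 and Pax7 from -0.15 to 0.58. None of these 8 was called with all libraries. Another 13 became weaker and 9 stronger in at least 1 fit. Against 0 days, calls at 60 days were lost for Plin1 (5 fits), Myh2 (3), Col1a1 (3) and Dgat2 (1). Calls were also lost for Col3a1 (2) and Myh8 (1) at 10 days and Fabp4 (2) at 30 days.

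The gene sets depended most on the correlation between genes. With it estimated for each set, all 30 sets past the threshold lost it, at adjusted p from 0.401 to 0.601, with unchanged medians. At 10 days these were fatty acid oxidation (-1.03), respiratory chain (-1.43), tricarboxylic acid cycle (-1.36), glycolysis (-2.17), denervation (3.78), matrix (1.12) and macrophage (1.57). At 30 days they were, in that order, -0.48, -0.34, -0.76, -1.36, 3.87, 1.36 and 1.92, with autophagy (-0.22) and cell cycle (0.88). At 60 days they were fatty acid oxidation (-0.44), tricarboxylic acid cycle (-0.66), glycolysis (-0.85), denervation (1.68), matrix (1.40), macrophage (1.78) and autophagy (-0.26). At 60 against 10 days they were fatty acid oxidation (0.63), respiratory chain (1.35), tricarboxylic acid cycle (0.68), glycolysis (1.18), lipid storage (1.28), denervation (-1.86) and autophagy (-0.32).

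The fry test passed 37 sets, 7 of them not past the threshold with camera: at 10 days lipid storage (-0.64), synthesis (0.020), autophagy (0.077) and cell cycle (0.57), at 30 days lipid storage (-0.58) and synthesis (0.36), and synthesis at 60 against 10 days (-0.003). The exact permutation of set scores added synthesis at 10 (0.61), 30 (0.43) and 60 days (0.22) and at 60 against 10 days (-0.39), autophagy at 10 days (0.17) and lipid storage at 60 days (0.66). The synthesis set holds Scd1 (log2 7.39 at 10 and 7.81 at 30 days), which weighs heavily on a mean. At 10 days 8 of its genes were called higher and 8 lower, at 30 days 10 and 7. These passes therefore do not show a rise across the set. The macrophage score at 60 against 10 days was -0.001.

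With library totals 7 sets reversed: lipid storage at 10 days (0.017), fatty acid oxidation at 30 days (0.009), the respiratory chain at 30 (0.14) and 60 days (0.40), autophagy at 30 (0.28) and 60 days (0.14), and macrophage at 60 against 10 days (-0.13). Matrix at 10 days (1.78), cell cycle at 30 days (1.36) and autophagy at 30 and 60 days lost the threshold, while lipid storage at 10 and 30 days (-0.092 at 30 days) and matrix at 60 against 10 days (0.024) passed it. Thinning brought the cell cycle set past it at 60 days (0.56). The synthesis set, whose medians at 10 days and at 60 against 10 days lay near 0, reversed at 10 days with RLE factors (-0.015) and thinning (-0.036). At 60 against 10 days it reversed with RLE (0.026) and upper-quartile factors (0.082), a mean of at least 1 CPM (0.009) and the replicate block (0.009). The respiratory chain at 60 days reversed with upper-quartile factors (0.13) and a mean of at least 1 CPM (0.036), and the cell cycle at 60 against 10 days with upper-quartile factors (0.055). No filter for low counts, a prior count of 0.5 and the title letter changed none of the 44.

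Leaving out each library in turn changed 9 set results. At 10 days synthesis ran from -0.098 to 0.19 and the cell cycle from 0.34 to 0.63. At 60 days fatty acid oxidation ran from -0.51 to -0.35, the respiratory chain from -0.070 to 0.066 and the cell cycle from 0.34 to 0.60. At 60 against 10 days synthesis ran from -0.050 to 0.031, matrix from 0.060 to 0.44, macrophage from -0.14 to 0.24 and the cell cycle from -0.22 to 0.074.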

Other observations

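Chosen only after the results were seen were the splits of the libraries, the tests of fatty acid oxidation with library totals and the depth test at 60 days; the tests on imprinted genes and on genes listed at 0 were written before their results, although H19, Igf2, Dlk1 and Cdkn1c were chosen after their values were seen.

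Regrouping the libraries gave far fewer changed genes than the real groups. Of the 35 splits of each comparison's 8 libraries, 1, the real one, gave as many changed genes at 10, 30 and 60 days against 0 days, at 30 against 10 days, at 60 against 30 days and at 60 against 10 days. The most that any other split gave was 1, 1, 64, 38, 1257 and 122 genes. For the marker genes 1 of the 35 gave as many at 10, 30 and 60 days. For gene sets as many passed in 16 splits at 10 days, 5 at 30 days and 14 at 60 days, with medians of 4.5, 7 and 6 sets over the other splits. Most of these at 10 and 60 days exchange 1 library and keep part of the real difference; among the 18 splits that exchange 2, 0, 2 and 1 gave as many sets. The 8 splits that part every pair of libraries with a shared suffix cannot alone give a share under 0.05. Among them 1 gave as many genes in each comparison, and 5, 1 and 3 gave as many sets at the 3 times. Of 100 assignments of all 16 libraries, 1, the real one, gave as many genes at any time, and 1 at all 3 times in the same direction.

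The lower depth at 60 days might inflate the calls there. Thinned to the smallest total, 6540 genes were changed at 60 days, 6376 of them among the 6880 at full depth. Thinning cannot recover calls that the smaller 60-day libraries hide.

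The lower fatty acid oxidation genes might be an effect of the scaling between libraries. With library totals alone the median of the set was -0.369 at 10 days, 0.009 at 30 days and -0.035 at 60 days. At 10 days the set stays lower relative to the library totals. At 30 and 60 days 7 and 8 of its 23 genes were then called higher and 5 and 4 lower, against 1 and 1 higher and 15 and 12 lower with TMM factors. This follows the shift of all genes: relative to their median the set lay at -0.524 and -0.481 with TMM factors and at -0.532 and -0.483 with library totals. Library totals are a relative scale too. Whether the absolute level of the set was lower at 10, 30 or 60 days cannot be settled from these data, which hold no spike-in.

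Paternally or maternally expressed (imprinted) genes were considered because H19 (log2 1.79 at 10 days), Igf2 (2.08) and Dlk1 (1.35) were higher. Cdkn1c, looked at with them, was not called at 10 days (0.21, edgeR adjusted p 0.609) and is left out of that group. A change shared by imprinted genes might explain this, but 17 other imprinted genes differed by -0.117 in mean log2 CPM at 10 days (exact permutation p 0.286), with 5 called higher and 7 lower, and by 0.51 with library totals. No shared change was found with TMM factors. H19 took 0.591% ± 0.175 (SD, n = 4) of the fragments at 0 days and 3.22% ± 1.03 at 10 days.

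In all 16 libraries 2637 genes were listed at 0, among them Atp5f1, Col1a2 and Pnpla2 of the fixed lists and Hprt1, a common reference gene, chosen after its value was seen. The authors' counting or annotation may account for this. Of 36 other common reference genes 0 were listed at 0, so a general loss was not found. A loss of single genes remains, since Col1a1, which encodes the other chain of type I collagen, averaged 130 CPM at 0 days while Col1a2 was at 0. Of failed estimates in single libraries 1 case was found, a gene and group with a mean of at least 5 CPM and a 0 in 1 library, which does not bear on genes at 0 in all 16.

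Leaving out replicate 1 of the 60-day group raised each of the 8 counts of changed genes to its highest value, for example to 3381 genes at 60 against 30 days. The chi-square per gene between this library and its 3 replicates was 67.6 to 80.9, against 13.9 to 24.5 among those 3. Along the line from the mean of the 10-day libraries to that of the 60-day libraries, the 30-day libraries lay at 46.5%, 64.5%, 68.7% and 52.4% of the way.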
